A study of Mus musculus with 20 samples. Its data were reported in "BRAFV600E-mutated serrated colorectal neoplasia drives transcriptional activation of cholesterol metabolism" (2023).

How the data were processed

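Gene expression was measured in intestinal tissue of 20 mice, 1 array per mouse, on 1-colour Agilent SurePrint G3 Mouse microarrays. The labels name 4 groups: Cre control (6 arrays), BRAFV600E (6 arrays), MEKi (4 arrays) and Vehicle (4 arrays). The treatment text in the labels is the same for all 20 arrays, describes a statin given to female mice, matches none of the 4 groups and conflicts with the Y-linked signal, so it was not used for grouping. Groups were taken from the other labels alone, and replicate numbers only name the arrays and pair none of them. Cre control mice carry the tamoxifen-inducible Cre recombinase under the Villin promoter, which acts in the gut epithelium, and BRAFV600E mice carry in addition an inducible allele of the mutant kinase. MEKi stands for the MEK inhibitor PD184352, given to mice with the mutant allele, and Vehicle for the carrier alone. The labels do not give the genotype of the MEKi and Vehicle mice, which comes from the study's figure legends.

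Per the file headers, the authors scanned each array and extracted it with Agilent Feature Extraction, which subtracted background, corrected spatial trends within the array and wrote a processed intensity per spot, together with the mean spot intensity, the local background and marks for spots well above background, saturated or outlying. The deposited intensity is on a linear scale and is not normalized between arrays. The authors' deposited series matrix held the same processed intensity: 100% of spots lay within 0.5% of the scanner value on every array. It was therefore used only as an alternative without scaling between arrays. The authors also deposited 0 or 1 marks per spot, which are of another kind than an intensity and were used as filters. Every column of per-array values in the files was used or matched to an array.

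Each array held 62976 spots, of which 59305 were not controls and made up 56605 probes, 300 of them printed 10 times. Control spots and spots marked as non-uniform or population outliers were left out. The processed signal was put on the log2 scale and each array's 75th percentile was subtracted. The copies of a probe were averaged. Probe names follow the array design, so probes were named through a table of RefSeq genes (assembly GRCm38.p6, used for names only): 33767 by accession, 9866 by symbol and 310 by synonym. The 12662 probes without a symbol in that table were not tested. That restriction was chosen after the files had been read and holds also where every probe was tested. The 2 versions of the design on these slides gave different names to 2972 probes, which the table resolved. Of the 24842 symbols, 11378 had several probes. The probe with the highest mean over the 20 arrays stood for the gene, and the text says where other probes of a named gene went the other way. Probe coordinates are those of the files, on mouse build mm9, numbered from 1. Whether a probe lies in an exon, intron or UTR was not analysed here.

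Genes were tested when their probe was well above background on at least 6 of the 12 arrays (BRAFV600E against Cre control) or at least 4 of the 8 arrays (MEKi against Vehicle). Each comparison was fitted on its own arrays with limma (version 3.58.1, lmFit and eBayes, R 4.3.3), without covariates, as the study's methods name limma and no covariates. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and a second count asked for an absolute log2 fold change over 0.5. Every adjusted p of a gene below is from limma, two-sided. A probe that is not well above background on any array of a group has only a bound there. Its fold is given as "at least", the mean of the brighter group against the mean over the dimmer group's arrays of the higher of the array's dimmest signal well above background and the probe's own signal. This applied to 10 of the called genes in the first comparison and 13 in the second.

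Before the data were examined, 26 gene lists were fixed: cholesterol biosynthesis enzymes, sterol-regulated genes that are not enzymes of the pathway, MAPK output, Wnt targets, Myc targets, E2F targets, G2/M genes, intestinal stem cell, enterocyte, goblet, Paneth, enteroendocrine and tuft cell markers, fetal-like genes, gastric metaplasia genes, proximal and distal small intestine genes, smooth muscle, B lymphoid, T lymphoid and exocrine pancreas genes, interferon-induced genes, transcription factors the study linked to the cholesterol genes in human cells, the leading-edge genes the study named, reference genes of the study's RT-qPCR and Y-linked genes. The lists are short and were written from general knowledge, so they are not the signatures the study used under similar names. The leading-edge list was chosen by the study partly on these arrays, so its result is not independent evidence. Each list was tested with fgsea (version 1.28.0) on limma's moderated statistic, giving a normalized enrichment score (NES), with Benjamini-Hochberg adjustment over the lists. Because fgsea permutes genes, each list was also scored per array as the mean normalized log2 level of its genes and compared across mice with an exact two-sided permutation test. The threshold for these scores, an unadjusted exact p under 0.05, was set after the first values had been seen, and adjusted values stand beside it. Missing values were filled with the gene's mean for the scores, camera and fry. The smallest exact p is 0.00216 for 6 against 6 arrays and 0.0286 for 4 against 4.

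The reversal of the BRAFV600E response under MEKi was measured over genes called in BRAFV600E against Cre control and tested in both comparisons, with an exact test over the 70 assignments of the 8 MEKi and Vehicle arrays. No array is shared by the 2 comparisons. The named genes follow a rule fixed before the data were examined: per comparison the 5 largest rises and the 5 largest falls among called genes with a regular symbol, no overlap between the groups, and signal well above background on every array of at least 1 group, besides Braf, the list members, Aqp5 and Anxa10, not all of which are used here. Which list members the text names was chosen after their values were seen.

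The fits were tested on simulated data made from the real arrays' means and spread with 200 changed genes. For BRAFV600E against Cre control (18926 genes), 78.5% of them were recovered with 6 false calls, and 0 genes were called when no gene changed. For MEKi against Vehicle (19108 genes), 70.5% were recovered with 13 false calls, and 0 genes were called without a change. With no change, 0 and 1 of the 26 lists were called and 1 and 3 list scores had an exact p under 0.05. The simulated changes were 1, 2 or 3 on the log2 scale. Genes called on the real arrays had a median absolute change of 0.79 and 1.21. Genes were simulated independently, so these runs do not show how often correlated genes give false list calls. Other splits of the real arrays gave a median of 6 and 8.5 lists called, and up to 15 and 16.

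Alternatives fixed before the data were examined were normexp background correction (offset 50) with quantile normalization, quantile normalization, centring on the median, the series matrix values, the dim-probe filter left out or made stricter, the mean of all probes of a gene or every probe on its own, a trended and robust variance model, array weights, 1 fit over all 20 arrays, outlying spots kept, the Y-linked signal as a covariate, slide as a fixed or random block, slide 1 alone, the prefix of the sample title as a block, camera with a preset or estimated correlation and fry in place of fgsea, and leaving out each array. A block for the labelling batch seen in the spike-in controls and a covariate for array column 2 on the slide were added after the data had been seen. The scan divides the arrays exactly as the slide does, so it was not a separate block. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15, pandas 2.3.3, numpy 2.4.6).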

Results

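Transcript levels were measured in intestinal tissue of 20 mice with 1-colour microarrays, 1 array per mouse, in 4 groups: 6 Cre control, 6 BRAFV600E, 4 Vehicle and 4 MEKi arrays. The first pair of groups asks what expression of the mutant BRAF kinase changes in the gut within days, and the second pair asks which of those changes depend on MEK, the kinase directly downstream of BRAF. The 2 experiments lay on different slides and were compared only within themselves. Between 36032 and 45518 spots per array (60.8% to 76.8%) were well above background, 0 spots were saturated on any array, and the 75th percentile of the processed signal ran from 540 to 1554. Arrays of 1 group correlated between 0.945 and 0.983 (Cre control), 0.959 and 0.982 (BRAFV600E), 0.970 and 0.992 (MEKi) and 0.963 and 0.988 (Vehicle), across probes well above background on every array of the group. Probes are not independent replicates, and 0 pairs of arrays were identical. The number of arrays limits the precision.

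The arrays differed in ways that the groups do not explain. Slide 1 held the 6 Cre control arrays and BRAFV600E replicates 1 and 2, slide 2 held BRAFV600E replicates 3 to 6, and slide 3 held the MEKi arrays in row 1 and the Vehicle arrays in row 2. The spike-in RNA added at labelling gave a slope within the range of 0.9 to 1.2 on Cre control replicates 1, 4 and 6, BRAFV600E replicates 1 and 2 and every array of slide 3, lower slopes on Cre control replicates 2, 3 and 5, and a slope of 0 on all 4 arrays of slide 2, where at most 139 of the 350 spike-in spots were well above background. Y-linked transcripts were high on Cre control replicates 1, 2 and 3, on BRAFV600E replicates 1, 2, 3 and 6, on Vehicle replicates 1 and 3, and on all 4 MEKi arrays. Slide, labelling batch and Y-linked signal were therefore examined beside each comparison.

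Braf, the gene whose mutant allele the design induces, was examined first. Its probe (chromosome 6, 39553442 to 39553501, mm9) does not distinguish the mutant allele. The normalized log2 level was −0.43 ± 0.36 (SD, n = 6) in BRAFV600E and −0.85 ± 0.34 (n = 6) in Cre control, a log2 fold change of 0.42 (SE 0.20, limma adjusted p 0.173), and the groups overlapped, from −0.86 to 0.08 and from −1.25 to −0.47. Of its 4 measurable probes, 2 went up and 2 went down. With slide as a block the difference was 0.84 (limma adjusted p 0.0482), with an adjusted p between 0.0141 and 0.400 over the alternatives. Under MEKi the level was −0.70 ± 0.20 (n = 4) against −0.20 ± 0.25 (n = 4) in Vehicle, a log2 fold change of −0.50 (SE 0.17, limma adjusted p 0.188), with all 4 probes lower.

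In BRAFV600E against Cre control, 18926 genes were tested and 2468 were called, 1223 higher and 1245 lower. Of these, 2219 changed by more than 0.5 on the log2 scale (1034 higher, 1185 lower). At an unadjusted p under 0.05 there were 5764. The arrays of the 2 groups did not overlap for 1426 genes (7.53% of those tested, against 0.216% by chance), 1296 of them called. In number of genes, leaving the values unscaled between arrays moved the count most, to 9298. The lowest count was 354, within slide 1 with array column 2 as a covariate. Within slide 1, which held 6 Cre control and 2 BRAFV600E arrays, 732 genes were called. With slide as a block there were 1568, of which 32.0% were higher against 49.6% without the block, and all 2468 genes kept their direction. Leaving out Cre control replicate 3 gave 1473 calls, 1446 of them among the 2468, and leaving out Cre control replicate 2 gave 1583, with 1534 among them.

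The 5 largest rises by fitted log2 fold change were Anxa10, Aqp5, Tcf23, Mboat1 and Ankrd22. Anxa10 (chromosome 8, 64536504 to 64536563) was not well above background on any Cre control array and was at least 113-fold higher in BRAFV600E (limma adjusted p 4.92e-04, higher on 6 of 6 arrays). Aqp5 (chromosome 15, 99425138 to 99425197) rose by a fitted 6.14 on the log2 scale (SE 0.48, limma adjusted p 1.88e-05). It was well above background on only 1 of the 6 Cre control arrays, so the size of this rise is not exact. The other Aqp5 probe, well above background on all 12 arrays, rose by only 1.26 on the log2 scale. The other Anxa10 probe, well above background on 7 arrays, rose by 2.82. Tcf23 (chromosome 5, 31279066 to 31279125) went from −2.56 ± 0.43 to 2.37 ± 0.37 (SD, n = 6 each), a log2 fold change of 4.93 (SE 0.22, limma adjusted p 1.76e-07). Mboat1 (chromosome 13, 30338253 to 30338312) and Ankrd22 (chromosome 19, 34197482 to 34197541) rose by 4.30 and 4.09. The 5 largest falls were Slc5a12 (chromosome 2, 110487868 to 110487927), Cubn (chromosome 2, 13197978 to 13198037), Reg3a (chromosome 6, 78333635 to 78333694), Afp (chromosome 5, 90937781 to 90937840) and Cyp2c55 (chromosome 19, 39116674 to 39116733), with log2 fold changes of −5.92, −5.31, −5.27, −4.49 and −4.34. Afp was the most uniform of the falls, from 2.39 ± 0.23 to −2.10 ± 0.38 (SD, n = 6 each, limma adjusted p 1.05e-07), whereas Reg3a spread from −7.22 to 2.66 over the BRAFV600E arrays. Cubn is also on the distal small intestine list, whose score was lower in BRAFV600E (difference −1.07, exact permutation p 0.0281). The proximal score was lower as well (difference −0.24, exact permutation p 0.104). Whether the groups differed in the stretch of gut sampled was not tested. The naming rule admitted only genes without overlap between the groups, so none of the 10 genes of largest rise or fall overlapped.

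Of the 26 gene lists, 16 were called in BRAFV600E against Cre control, 9 higher and 7 lower. The cholesterol biosynthesis list had the highest score (NES 2.58, adjusted p 6.60e-09). All 19 tested enzymes were higher, 14 of them called over all genes and 16 when adjusted over the list alone. Its mean level was 2.88 ± 0.24 in BRAFV600E and 1.94 ± 0.13 in Cre control (SD, n = 6 each), and all 6 BRAFV600E arrays lay above every Cre control array (difference 0.95, exact permutation p 0.00216, the smallest possible, adjusted 0.00625). Within slide 1 the difference was 0.84 (exact p 0.0357, 2 against 6 arrays). Fdps (chromosome 3, 88897549 to 88897608) rose by 1.57 (SE 0.14, limma adjusted p 3.76e-05), Lss (chromosome 10, 76016592 to 76016651) by 1.42, Mvd (chromosome 8, 124957750 to 124957809) by 1.37 and Mvk (chromosome 5, 114910540 to 114910599) by 1.29, each on 6 of 6 arrays. The leading-edge genes named in the study were called higher (NES 2.14, adjusted p 3.52e-05, difference 0.87, exact p 0.00216), with 7 of 8 called higher and 1 lower, both over all genes and when adjusted over the list alone. That list was chosen partly on these arrays and is not independent evidence. Sterol-regulated genes outside the pathway also rose (NES 2.10, difference 0.99, exact p 0.00216), 5 of 8 called and 7 when adjusted over the list alone.

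MAPK output genes were higher (NES 2.37, adjusted p 2.92e-06, 0.34 ± 0.17 against −0.38 ± 0.21, SD, n = 6 each, exact p 0.00216), with 12 of 22 called higher and 1 lower, or 13 and 1 when adjusted over the list alone. Etv4 (chromosome 11, 101631057 to 101631116) rose by 2.50, Spry4 (chromosome 18, 38745923 to 38745982) by 2.19 and Dusp4 (chromosome 8, 35884806 to 35884865) by 1.65. Lists of growth and division were higher as well. The score difference was 0.33 for Myc targets (NES 2.38, exact p 0.00649), 0.24 for E2F targets (NES 2.0, exact p 0.0108) and 0.61 for G2/M genes (NES 2.50, exact p 0.00649), with 4, 3 and 10 genes called over all genes and 6, 7 and 20 when adjusted over the list alone. The gastric list was called (NES 1.86, −1.65 ± 1.48 against −4.20 ± 0.20, exact p 0.00216), but only Aqp5 and Anxa10 of its 7 tested genes were called, over all genes and over the list alone, and its median log2 fold change was 1.31, also with Anxa10 at its bound. Smooth muscle genes were called by fgsea (NES 1.64, adjusted p 0.0321) and not across mice (difference 0.34, exact p 0.0844).

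Lists lower in BRAFV600E were those of stem and secretory cells. The score difference was −0.56 for stem cell genes (NES −1.93, 6 of 14 called), −2.01 for Paneth cell genes (NES −2.15, 7 of 8 called), −0.61 for enteroendocrine genes (NES −1.96, 8 of 20 called lower and 2 higher) and −0.56 for tuft cell genes (NES −1.88, 4 of 9 called), each with an exact p of 0.00216 and all 6 BRAFV600E arrays below every Cre control array. Adjusted over the list alone, 8, 8, 10 and 6 genes were called lower and 1, 0, 3 and 0 higher. Several Paneth cell genes are near-identical family members and can share signal. Wnt targets were lower (NES −1.71, adjusted p 0.012, −0.34 ± 0.14 against 0.05 ± 0.11, SD, n = 6 each, exact p 0.00433), with 4 of 17 called lower and 0 higher, or 4 and 1 when adjusted over the list alone. Ascl2 (chromosome 7, 150152734 to 150152793) had a log2 fold change of −1.52 (limma adjusted p 1.23e-05, lower on 6 of 6 arrays), although its other probe went the other way. Lgr5 (chromosome 10, 114887403 to 114887462) and Axin2 (chromosome 11, 108811980 to 108812039) had log2 fold changes of −0.84 and −0.72, the latter 0.094 in values not scaled between arrays, while Olfm4 did not differ (log2 fold change −0.10, SE 0.36, limma adjusted p 0.877). With slide as a block neither Lgr5 nor Axin2 was called, and the Wnt list was not called (NES −1.38). T lymphoid genes (NES −1.68, difference −0.63, exact p 0.0498) and exocrine pancreas genes (NES −1.62, difference −0.40, exact p 0.00649) were also called lower.

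The remaining lists were not called in BRAFV600E: enterocyte (NES −1.35, exact p of the score 0.0996), goblet (−1.36, 0.0887), proximal (−1.05, 0.104) and distal small intestine (−1.39, 0.0281), B lymphoid (−1.53, 0.115), interferon-induced (−1.27, 0.338), fetal-like (1.16, 0.532), transcription factor (−0.799, 0.379), reference gene (1.09, 0.708) and Y-linked (0.620, 0.374). With slide as a block the enterocyte, goblet, distal and interferon lists were called lower. Measures differed in sign for 4 of these lists. The median log2 fold change was −0.28 and the score difference −0.17 for fetal-like genes, against a positive NES, although Krt7 (chromosome 15, 101253718 to 101253777) and Anxa3 (chromosome 5, 97274784 to 97274843) rose by 1.77 and 1.80. The median was 0.17 for proximal genes and 0.05 for transcription factors, against a negative NES and score, and for reference genes the median was −0.22 and the score difference −0.03, against a positive NES. Among the reference genes Gusb rose by 0.94 (limma adjusted p 5.34e-04, higher on 6 of 6 arrays). Of the 16 calls, 14 were also made by camera with a preset correlation (all but smooth muscle and pancreas), 14 by fry (all but smooth muscle and T lymphoid), and 3 by camera with an estimated correlation (sterol-regulated, MAPK output and stem cell genes).

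**Figure D1:**
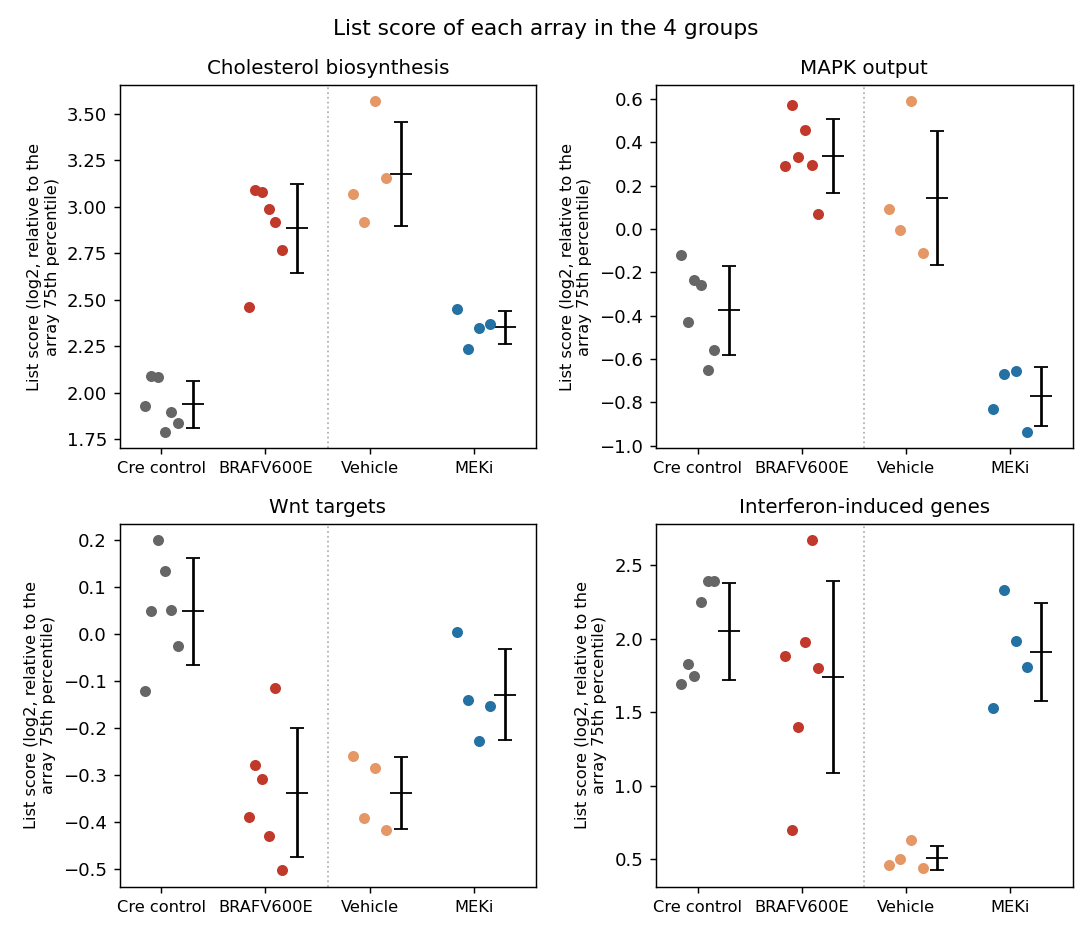
Mean normalized log2 level of the genes of 4 lists (vertical axes, log2 relative to the array's 75th percentile) on each array, by group (horizontal axes). Points are arrays, bars are the group mean ± SD, and a dotted line separates the 2 experiments, which lie on different slides. Cholesterol biosynthesis and MAPK output scores were higher in BRAFV600E than in Cre control and lower under MEKi than in Vehicle. The Wnt target score was lower in BRAFV600E and higher under MEKi. Neither fgsea (NES −0.966, opposite in sign to the score), camera nor fry called the Wnt list under MEKi. In BRAFV600E fgsea did not call it with slide as a block. The score of interferon-induced genes was higher under MEKi.

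In MEKi against Vehicle, 19108 genes were tested and 382 were called, 209 higher and 173 lower, all with an absolute log2 fold change over 0.5. At an unadjusted p under 0.05 there were 3142. The groups did not overlap for 2335 genes (12.2%, against 2.86% by chance), among them all 382 calls. The count depended on single arrays. It fell to 76 without MEKi replicate 1 and to 92, 148, 190, 118 and 101 without MEKi replicates 3 and 4 and Vehicle replicates 1, 3 and 4. With array weights it rose to 1131. With the Y-linked signal as a covariate 54 genes were called, and all 382 kept their direction. All arrays lay on slide 3, with the groups in different rows, so row and group cannot be told apart within this slide.

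The 5 largest rises under MEKi by fitted log2 fold change were Apol10a (chromosome 15, 77320890 to 77320949), Igtp (chromosome 11, 58020927 to 58020986), Prss12 (chromosome 3, 123209409 to 123209468), Zbp1 (chromosome 2, 173039307 to 173039366) and Sypl2 (chromosome 3, 108015752 to 108015811). The first 4 rose by 3.63, 2.69, 2.58 and 2.49 on the log2 scale (limma adjusted p 0.0224, 0.0265, 0.0463 and 0.00463, higher on 4 of 4 arrays). Sypl2 was not well above background on any Vehicle array and was at least 2.16-fold higher under MEKi (limma adjusted p 0.0158), so its place rests on a fitted value, and the bound of 1.11 on the log2 scale lies below the rise of other called genes. Of the 5, only Zbp1 was called in each fit without 1 array. Apol10a was not called in 4 of these 8 fits, Igtp in 6, Prss12 in 7 and Sypl2 in 3, with an adjusted p over all alternatives from 0.00613 to 0.0930, 0.00415 to 0.132, 0.0148 to 0.193 and 0.00666 to 0.0595. The 5 largest falls by fitted value were Aqp5, Tcf23, Tm4sf4, Slc27a6 and Ankrd22, of which Aqp5, Tcf23 and Ankrd22 were also among the largest rises in BRAFV600E. Tcf23 went from 2.19 ± 0.25 in Vehicle to −2.27 ± 0.47 under MEKi (SD, n = 4 each), a log2 fold change of −4.46 (SE 0.25, limma adjusted p 0.00112). Aqp5 fell by 5.28 (limma adjusted p 0.00362), with 2 of 4 MEKi arrays well above background. The other Aqp5 probe, well above background on all 8 arrays, fell by only 1.07. Tm4sf4 (chromosome 3, 57245078 to 57245137) and Ankrd22 had log2 fold changes of −4.13 and −3.47. Slc27a6 (chromosome 18, 58772048 to 58772107) was not well above background on any MEKi array and was at least 8.58-fold lower (limma adjusted p 0.00604), a bound smaller than the fall of Ankrd22. Anxa10 was lower by 4.71 (SE 1.48) and not called (limma adjusted p 0.166). It spread from −2.33 to 4.62 over the 4 Vehicle arrays.

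Of the 26 lists, 13 were called under MEKi, 5 higher and 8 lower, and 10 list scores had the smallest exact p that 4 against 4 arrays allow, 0.0286 (adjusted 0.0743, so no score passed adjustment over the lists). Cholesterol biosynthesis was lower (NES −2.53, adjusted p 8.25e-09, 2.35 ± 0.09 against 3.18 ± 0.28, SD, n = 4 each, exact p 0.0286). All 19 enzymes were lower, 6 called over all genes and 14 when adjusted over the list alone, led by Lss (log2 fold change −1.85, SE 0.23, limma adjusted p 0.0128). The leading-edge genes (NES −2.27, difference −0.99, 5 of 8 called, 7 over the list alone) and sterol-regulated genes (NES −1.81, difference −0.59, 1 of 8 called, 4 over the list alone) fell too, both with an exact p of 0.0286. MAPK output was lower (NES −2.50, adjusted p 6.68e-08, −0.77 ± 0.14 against 0.14 ± 0.31, SD, n = 4 each, exact p 0.0286), with 7 of 22 called and 11 when adjusted over the list alone. Etv4, Etv5 (chromosome 16, 22381387 to 22381446) and Spry4 had log2 fold changes of −2.95, −2.57 and −2.34. Myc targets were lower (NES −2.78, difference −0.49, exact p 0.0286, 5 of 36 called, 21 over the list alone), as were gastric genes (NES −1.85, −4.10 ± 0.54 against −1.58 ± 1.72, exact p 0.0286, 1 of 6 called, 2 over the list alone). E2F targets were lower by fgsea (NES −2.22) with an exact p of 0.0571 across mice, and exocrine pancreas genes by fgsea (NES −1.66) with an exact p of 1, since Vehicle replicate 2 alone was high.

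Interferon-induced genes were higher under MEKi (NES 2.40, adjusted p 8.25e-09, 1.91 ± 0.33 against 0.51 ± 0.08, SD, n = 4 each, exact p 0.0286). All 12 were higher, 8 called over all genes and all 12 when adjusted over the list alone. Ifit1 (chromosome 19, 34723827 to 34723886) rose by 2.16, Isg15 (chromosome 4, 155573649 to 155573708) by 1.74 and Ifit3 (chromosome 19, 34663105 to 34663164) by 1.55. T lymphoid genes rose (NES 1.98, difference 0.72, exact p 0.0286, 1 of 9 called, 6 over the list alone). Goblet (NES 1.85) and Paneth cell genes (NES 1.64) were called higher by fgsea with an exact p of 0.143 each across mice, and Y-linked genes (NES 1.56) with the same exact p, since only 2 of 4 Vehicle arrays had Y-linked signal.

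The lists not called under MEKi were Wnt targets (NES −0.966), G2/M (1.33), stem cell (1.47), enterocyte (0.943), enteroendocrine (1.58), tuft (1.56), fetal-like (−1.55), proximal (1.56) and distal small intestine (0.735), smooth muscle (1.41), B lymphoid (0.604), transcription factor (0.805) and reference genes (1.08). For Wnt targets the median log2 fold change was 0.28 and the score was higher under MEKi (−0.13 ± 0.10 against −0.34 ± 0.08, SD, n = 4 each, exact p 0.0286), opposite in sign to the NES, which was positive in each fit without 1 array. The enteroendocrine score was higher by 0.48 (exact p 0.0286). Median and score had the other sign than the NES also for proximal genes (−0.09 and −0.05) and B lymphoid genes (−0.11 and −0.01), and the median for reference genes (−0.01). The other score differences were 0.12 for G2/M genes, 0.25 for stem cell, 0.19 for enterocyte, 0.28 for tuft, −0.44 for fetal-like, 0.13 for distal, 0.59 for smooth muscle, 0.12 for transcription factor and 0.02 for reference genes, with exact p between 0.0857 and 0.914. B2m, a reference gene, rose by 0.68 (limma adjusted p 0.0434), a call lost in all 8 fits without 1 array (adjusted p from 0.0307 to 0.509 over all alternatives). Camera with a preset correlation called 14 lists (12 of the 13, besides enteroendocrine and fetal-like genes) and fry 7 (cholesterol, sterol-regulated, MAPK output, Myc, gastric, leading-edge and interferon), and camera with an estimated correlation called 0, where fgsea called 13 and 10 scores had an unadjusted exact p under 0.05.

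The study asked whether the response to BRAFV600E depends on MEK. Of the 2468 genes called in BRAFV600E, 2433 were tested under MEKi, and 2223 of these (91.4%) moved in the opposite direction. Of 1222 higher genes 1129 were lower under MEKi, and of 1211 lower genes 1094 were higher. An exact test over the 70 assignments of the 8 arrays gave a p of 0.0286, the smallest possible, with a share of at most 90.4% over the others, so the real share lies just above what another assignment reached. The 2 log2 fold changes correlated across these genes with Pearson's r −0.808 (exact p 0.0286) and Spearman's rho −0.808 (exact p 0.0571). Genes are not independent replicates. Over all 18468 genes tested in both, r was −0.590. All 205 genes called in both comparisons had opposite signs, as had 360 of the 371 genes called under MEKi and tested in the other comparison (97.0%). Genes called with slide as a block gave a share of 93.4% with an exact p of 0.0571. Without 1 array the share ran from 87.4% (without Vehicle replicate 4) to 92.4% (without Vehicle replicate 1), and the exact p rose to 0.0571 without MEKi replicate 1, 3 or 4 or Vehicle replicate 4 and to 0.0857 without MEKi replicate 2 or Vehicle replicate 2.

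**Figure D2:**
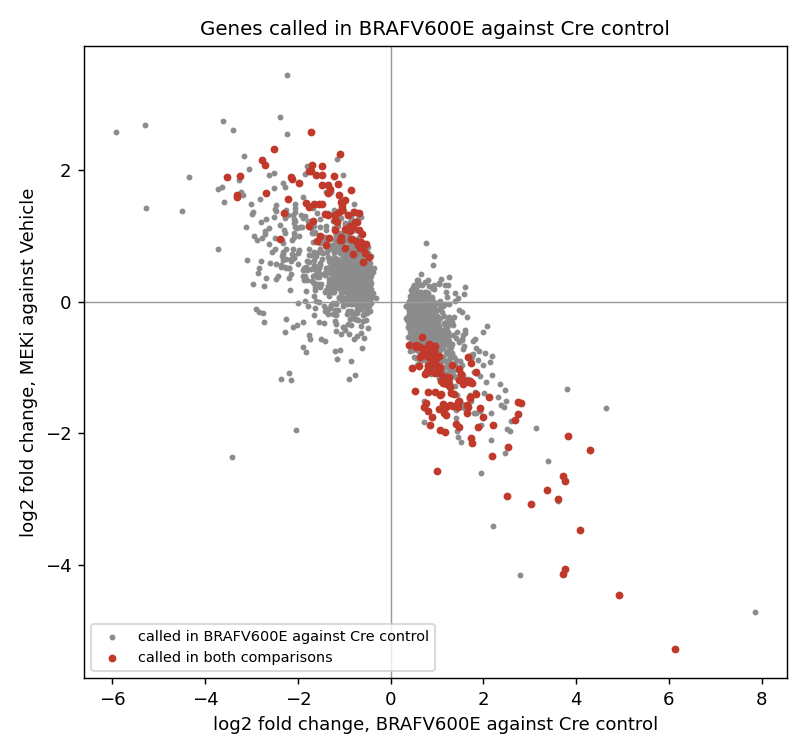
Log2 fold change in BRAFV600E against Cre control (horizontal axis) and in MEKi against Vehicle (vertical axis) of the 2433 genes called in the first comparison and tested in both. Each point is a gene, and the 205 genes called in both comparisons, in red, all have opposite signs.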

Values the study reported

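The study's methods described 12 mice in 2 groups of 6 for the comparison of BRAFV600E with control tissue, with equal numbers of males and females. Tissue was taken 3 days after the end of tamoxifen treatment. Dosing with the MEK inhibitor or its carrier lasted 3 days.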

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

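Of the tests in this part, those of pancreas tissue and of a more proximal stretch of gut were chosen after the result was seen, as was the use of the calls without Vehicle replicate 2 as a test of pancreas tissue. The fits without 1 array were themselves fixed before. Each value below belongs to an array that lay far from the other arrays of its group, with a gap to the nearest array above Dixon's critical value. This held for 26 of 311 groups of values, where chance alone gives about 1 in 20, or 15.55, so single values here can be chance, whereas 9 of the 26 came from Vehicle replicate 2 and 4 from BRAFV600E replicate 2. Levels are normalized log2 values, and the lowest and highest of the other arrays of the group follow each value.

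Vehicle replicate 2 had an exocrine pancreas score of 7.50 (others −4.37 to −4.15), a proximal small intestine score of 4.07 (1.93 to 2.04), a gastric score of 0.99 (−2.61 to −2.29) and a Paneth score of 5.15 (7.09 to 7.36). Its levels were −4.07 for Slc5a12 (1.36 to 2.22), −3.45 for Cubn (2.23 to 2.62), 1.55 for Afp (−1.51 to −1.29), −3.87 for Prss12 (−1.90 to −1.57) and −1.53 for Axin2 (−0.57 to −0.50). All 9 pancreas genes were far above the other Vehicle arrays, by a median of 11.7 on the log2 scale, the same with dim probes set to the array's dimmest signal well above background. Cpa1 lay 13 above. Prss2, well above background on 1 other Vehicle array, lay at least 12.4 above and Pnlip, well above background on none, at least 8.53. In all, 7 of the 9 were measurable in the first experiment, at low levels. Pancreas tissue in this sample is a candidate explanation for that score. It does not account for the calls of MEKi against Vehicle, since 344 genes were called without this array, 248 of them among the 382. Its proximal score lay 2.02 above the next Vehicle array and its distal score was the lowest with a gap of −2.26, so tissue from a more proximal stretch of the gut is a candidate explanation for the other values. A MEKi sample under this label was not tested directly. On the MAPK output and cholesterol lists, however, all 4 MEKi arrays scored below every Vehicle array, replicate 2 included. On interferon-induced genes all 4 scored above every Vehicle array. These scores argue against a MEKi sample. A sample from the first experiment or another wrong label was not tested. No biological explanation was tested either, as the labels give none for a single Vehicle mouse.

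BRAFV600E replicate 2 had a gastric score of 1.24 (others −2.60 to −1.53) and levels of 4.31 for Mboat1 (1.77 to 2.58), −4.43 for Prss12 (−1.81 to −0.89) and 3.00 for Krt7 (1.75 to 2.14). As on Vehicle replicate 2, the gastric score was high and Prss12 was low. Here the proximal score lay only 0.103 above the next array of the group, and the distal score was lowest with a gap of −0.87, so a more proximal stretch of gut and a stronger response of this mouse cannot be told apart. The gastric list was higher in BRAFV600E also without this array (score difference 1.97 against 2.54 with it).

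The other values came from single arrays, each 1 or 2 per array. In BRAFV600E they were a B lymphoid score of 0.27 on replicate 5 (others −1.28 to −0.75), 3.11 for Mvk on replicate 1 (3.80 to 4.01) and a median coefficient of variation of replicated probes of 7.94% on replicate 3 (3.73% to 4.81%). In Cre control they were a Myc score of 1.87 on replicate 1 (1.51 to 1.55), a T lymphoid score of 1.22 on replicate 4 (1.92 to 2.30), 3.49 for Igtp on replicate 2 (2.42 to 2.75), 3.38 for Dusp6 on replicate 4 (3.69 to 3.74) and a coefficient of variation of 11.9% on replicate 6 (3.99% to 5.64%). Under MEKi they were −3.96 for Ankrd22 on replicate 4 (−3.43 to −3.32), 2.09 for Igtp on replicate 2 (3.63 to 3.94), 0.070 for Mvd on replicate 2 (0.88 to 1.04) and −0.92 for Tbp on replicate 3 (−1.30 to −1.24), and in Vehicle 4.43 for Fdft1 on replicate 3 (3.65 to 3.75). No explanation was tested for these, and their number is near what chance gives. The 2 coefficients of variation are technical by their construction, since they compare copies of a probe on 1 array, and leaving out either array kept the direction of all 2468 calls in BRAFV600E (2065 genes called without Cre control replicate 6, 1855 without BRAFV600E replicate 3).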

How the results depend on the processing

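The spike-in block, the Y-linked covariate without Kdm5d, the Y-linked covariate for lists and for the reversal, the array-column covariate, alone or within slide 1, and the list scores within slide 1 were tests chosen after the data had been seen. The other alternatives were fixed before the data were examined. The cause of a change was not tested except where stated. Values for lists are normalized enrichment scores unless an adjusted p or a list score is named, and values for genes are log2 fold changes.

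The number of genes called was the result that moved most. In BRAFV600E against Cre control, 2468 genes were called. The count was 9298 from the series matrix values, of which 98.1% were higher against 49.6% in the main setting, because those values are not scaled between arrays and the median log2 fold change rose by 0.81. It was 1568 with slide as a fixed block, 732 within slide 1, 354 within slide 1 with array column 2 as a covariate, and 809 with the spike-in batch as a block. In the slide block 1059 of the 2468 calls were made again and all 2468 kept their direction, and within slide 1 542 were made again with all directions kept. Fewer arrays carry the contrast in those fits. Over the fits without 1 array the count ran from 1473 without Cre control replicate 3 to 2950 without Cre control replicate 4, with 1583 without Cre control replicate 2. The remaining alternatives gave between 1859, with slide as a random block, and 3514, with 1 fit over all 20 arrays. Scan and slide divided the arrays in the same way, so no separate scan block was run. No paired analysis was possible because the labels give no replicate number: the digit in brackets is the same in the 12 titles that carry one, and the numbers used here follow listing order.

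In MEKi against Vehicle, 382 genes were called. The count was 73 from the series matrix values, 239 without the filter on dim probes, 54 with the Y-linked signal as a covariate, 58 when Kdm5d was left out of that covariate, and 1131 with array weights. All 4 MEKi arrays and 2 of the 4 Vehicle arrays had high Y-linked signal, so the covariate takes up part of the contrast: the median SE rose from 0.21 to 0.24, and all 382 genes kept their direction. Over the fits without 1 array the count ran from 76 without MEKi replicate 1 to 374 without MEKi replicate 2.

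Camera with an estimated correlation and fry called fewer lists than fgsea. With camera and an estimated correlation, 3 lists were called in BRAFV600E against Cre control (sterol-regulated genes, MAPK output and stem cell genes). The adjusted p of the lists no longer called was 0.0548 for cholesterol, 0.0796 for Wnt, 0.181 for Myc, 0.324 for E2F, 0.181 for G2/M, 0.152 for Paneth, 0.152 for enteroendocrine, 0.0587 for tuft, 0.266 for gastric, 0.548 for smooth muscle, 0.520 for T lymphoid, 0.295 for pancreas and 0.0587 for leading-edge. Under the same test 0 lists were called in MEKi against Vehicle, with an adjusted p of 0.154 for cholesterol, 0.165 for sterol-regulated, 0.154 for MAPK, 0.165 for Myc, 0.351 for E2F, 0.440 for goblet, 0.481 for Paneth, 0.330 for gastric, 0.351 for T lymphoid, 0.633 for pancreas, 0.154 for interferon and 0.154 for leading-edge, and 0.440 for Y-linked. fgsea called 13 lists, Y-linked genes among them, and camera with the preset correlation 14. The direction changed for the uncalled lists 0.846 for fetal-like and 0.965 for reference gene in BRAFV600E, and 0.455 for Wnt and 0.951 for B lymphoid under MEKi (adjusted p).

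With fry, 7 lists were called under MEKi. Lists lost had an adjusted p of 0.142 for smooth muscle and 0.0985 for T lymphoid in BRAFV600E, and 0.0764 for E2F, 0.139 for goblet, 0.227 for Paneth, 0.0574 for T lymphoid and 0.519 for pancreas and also 0.144 for Y-linked under MEKi, and the direction changed at 0.885 for fetal-like in BRAFV600E and 0.169 for Wnt under MEKi. With camera and the preset correlation, the adjusted p rose to 0.0875 for smooth muscle and 0.0908 for pancreas in BRAFV600E and 0.108 for pancreas under MEKi, fell to 0.0154 for enteroendocrine and 0.0111 for fetal-like under MEKi, and had the other direction at 0.496 for Wnt and 0.939 for B lymphoid.

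In BRAFV600E against Cre control, enrichment scores moved across the threshold or changed sign as follows. With slide as a fixed block, −1.38 for Wnt and 1.53 for smooth muscle no longer passed the threshold and −2.02 for enterocyte, −1.67 for goblet, −1.95 for distal and −1.67 for interferon newly passed it. With the spike-in block, 1.11 for E2F, 1.35 for smooth muscle and −1.31 for pancreas no longer passed the threshold and −1.87 for enterocyte, −1.58 for goblet, −1.85 for distal and −1.67 for interferon newly passed it. After normexp and quantile normalization, −1.28 for pancreas no longer passed the threshold and −1.70 for goblet and −1.67 for B lymphoid newly passed it. After quantile normalization, 1.51 for smooth muscle and −1.38 for pancreas no longer passed the threshold and −1.63 for goblet and −1.62 for B lymphoid newly passed it. With every probe ranked, 1.30 for smooth muscle and −1.56 for pancreas no longer passed the threshold, −1.50 for enterocyte, −1.60 for distal and −1.62 for B lymphoid newly passed it and 0.620 for transcription factor changed sign. Without the dim-probe filter, −1.41 for pancreas no longer passed the threshold. With the Y-linked covariate, −1.55 for pancreas no longer passed the threshold. With the column covariate, −1.60 for T lymphoid and −1.54 for pancreas no longer passed the threshold and −0.624 for Y-linked changed sign.

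In MEKi against Vehicle the same was done. With the Y-linked covariate, 1.56 for goblet, 1.31 for Paneth, −1.54 for gastric and 1.61 for T lymphoid no longer passed the threshold, 2.11 for G2/M, 1.79 for enteroendocrine, 1.72 for tuft, −1.75 for fetal-like and 1.85 for proximal newly passed it and −1.04 for enterocyte, −1.63 for distal, −1.49 for smooth muscle, 1.02 for pancreas and −0.812 for transcription factor changed sign. With the column covariate, 1.63 for enteroendocrine and 1.72 for tuft newly passed it and 0.916 for Wnt and −0.886 for enterocyte changed sign. After normexp and quantile normalization, 1.51 for Paneth no longer passed the threshold. After quantile normalization, 1.51 for Paneth no longer passed the threshold and 1.62 for enteroendocrine newly passed it. With every probe ranked, 1.5 for G2/M, 1.74 for stem cell, −1.70 for fetal-like and 1.68 for proximal newly passed it and 1.28 for Wnt and −0.935 for distal changed sign. Without the dim-probe filter, −1.54 for pancreas no longer passed the threshold, 1.61 for stem cell, 1.74 for enteroendocrine, 1.69 for tuft and 1.61 for proximal newly passed it and 1.09 for Wnt changed sign. Of the scores that changed sign, the distal score with the Y-linked covariate was called. The Y-linked score itself was 0.553 with that covariate and no longer called.

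Over the fits without 1 array, the enrichment scores with at least 1 change of call or sign ran, lowest to highest, from −1.84 to −1.49 for Wnt, 1.47 to 1.80 for smooth muscle, −1.60 to −1.39 for B lymphoid, −1.82 to −1.52 for T lymphoid, −1.81 to −1.36 for pancreas, −1.78 to −0.912 for interferon and −0.698 to 1.02 for Y-linked in BRAFV600E against Cre control. In MEKi against Vehicle they ran from 0.914 to 1.13 for Wnt, −0.690 to 1.83 for G2/M, 1.28 to 1.68 for stem cell, 1.35 to 2.0 for goblet, 1.32 to 1.78 for Paneth, 1.32 to 2.12 for enteroendocrine, −1.84 to −1.43 for fetal-like, −1.95 to −1.63 for gastric, 1.47 to 1.74 for proximal, −1.41 to 1.16 for distal, 0.912 to 1.79 for smooth muscle, −1.13 to 1.30 for B lymphoid, −1.87 to 1.32 for pancreas and −0.526 to 1.04 for transcription factor. For Y-linked genes under MEKi they ran from 1.40 to 1.70, not called in 4 of the 8 fits. Without Vehicle replicate 2 the pancreas score became 1.32, and without MEKi replicate 3 the G2/M score became −0.690, neither called. The Wnt score, −0.966 with all 8 arrays, was positive in all 8 of these fits.

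List scores per array were run under fewer alternatives. Within slide 1, 0.28 for Myc and 0.16 for E2F no longer had an exact p under 0.05, and −0.96 for enterocyte, −0.73 for goblet and −0.59 for B lymphoid did. Under normexp and quantile normalization the differences were −0.36 for enterocyte and −0.42 for goblet (now under 0.05), −0.15 for pancreas (no longer) and 0.12 for reference gene (other sign). Under quantile normalization they were −0.34 for enterocyte and −0.36 for goblet (now under 0.05), −0.28 for pancreas (no longer) and 0.078 for reference gene (other sign). For MEKi against Vehicle the proximal difference was 0.0074 after normexp, against −0.05. Over the fits without 1 array the differences ran from −0.45 to −0.17 for enterocyte, −0.41 to −0.21 for goblet, −0.32 to −0.17 for proximal, −1.24 to −0.76 for distal, 0.25 to 0.44 for smooth muscle, −0.61 to −0.30 for B lymphoid, −0.78 to −0.44 for T lymphoid and −0.077 to 0.015 for reference gene in BRAFV600E. Under MEKi they ran from −0.70 to −0.48 for sterol-regulated, 0.16 to 0.24 for Wnt, −0.39 to −0.24 for E2F, −0.0027 to 0.24 for G2/M, 0.19 to 0.34 for stem cell, 0.38 to 0.56 for enteroendocrine, −0.72 to −0.22 for fetal-like, −2.86 to −1.66 for gastric, −0.24 to 0.47 for proximal, −0.56 to 0.46 for distal, −0.33 to 0.40 for B lymphoid, 0.56 to 0.86 for T lymphoid, −3.63 to 0.33 for pancreas and −0.0043 to 0.056 for reference gene. A group of 3 against 4 cannot give an exact p under 0.0286.

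Among called genes named in the text, Axin2 in BRAFV600E changed sign, from −0.72 to 0.094, with the series matrix values alone, under which 1948 of the 2468 calls kept their direction. Braf in BRAFV600E was called at 1.23 with the series matrix values and at 0.84 with the slide block, against 0.42. Genes not called in the main setting that had the other sign in an alternative, BRAFV600E against Cre control, were 0.18 for Igtp, 0.15 for Zbp1, 0.71 for Olfm4, 0.51 for B2m, 0.67 for Tbp, 0.20 for Actb, 0.59 for Ifit1, 0.015 for Ifit3, 0.29 for Isg15, 0.79 for Cebpb and 0.52 for Sp6 with the series matrix values (of these Cebpb was called there, adjusted p 0.0228, between 0.0228 and 1.00 over the alternatives), 0.47 for Olfm4, 0.16 for Tbp, −0.062 for Creb3 and −0.17 for Klf16 with the slide block and also within slide 1, 0.049 for Olfm4, 0.20 for Actb and 0.00015 for Cebpb after normexp, 0.042 for Actb after quantile normalization, 0.012 for Cebpb with median centring, 0.029 for Olfm4 with slide as a random block, 0.17 for Tbp with the mean of all probes and 0.0025 for Ifit1 with the Y-linked covariate. In MEKi against Vehicle they were −0.018 for Klf16 with the series matrix values, 0.024 for Tbp, −0.058 for Cebpb, −0.031 for Creb3 and −0.20 for Klf16 with the Y-linked covariate, 0.10 for Tbp with the mean of all probes and −0.018 for Klf16 with median centring, and without 1 array Tbp ran from −0.10 to 0.034, Actb ran from −0.17 to 0.11, Creb3 ran from −0.012 to 0.047 and Klf16 ran from −0.11 to 0.091.

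The calls of named genes were less stable than their direction. In BRAFV600E against Cre control, where these genes were not followed through the fits without 1 array, 28 values lost the call and 17 gained it. Lgr5 lost it in 6 alternatives and Axin2 in 5, both with the slide block among them, Prss12 and Nr2f1 in 4, Fdft1 and Dusp6 in 2, Ascl2 with the mean of all probes, and Hmgcs1, Sqle, Mvk and Idi1 within slide 1. Apol10a gained it in 8, Zbp1, Braf and Actb in 2, and Igtp, Creb3 and Klf16 in 1. In MEKi against Vehicle 34 values lost the call and 6 gained it. With the Y-linked covariate Apol10a, Igtp, Prss12, Fdps, Hmgcs1, Idi1, Fdft1, Lss, Dusp4, Ascl2, B2m, Ifit1 and Isg15 were no longer called. In the fits without 1 array 61 values lost the call and 4 gained it. Of 8 such fits B2m and Hmgcs1 were not called in 8, Prss12 and Idi1 in 7, Igtp, Fdft1 and Ascl2 in 6, Apol10a in 4, Sypl2 and Mvk in 3, Fdps in 2 and Dusp4 in 1. Besides the probes named with the results, at least 1 other probe went the other way for B2m in BRAFV600E, for Tbp in both comparisons and for Ascl2 and Creb3 under MEKi.

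The reversal was run in 6 kinds of alternative and kept its direction in each. The share of opposite genes was 91.4% for called genes also over 0.5 (r −0.810) and 90.9% after quantile normalization (r −0.813), with an exact p of 0.0286 each. The share of opposite genes was 90.5% after normexp and quantile normalization (exact p 0.0571, r −0.814, exact p 0.0571) and 93.4% for genes called with the slide block (exact p 0.0571, r −0.832, exact p 0.0857), so neither kept an exact p under 0.05. With the Y-linked covariate, for which no exact test was run, it was 83.9%. Without 1 MEKi or Vehicle array it ran from 87.4% to 92.4% and r from −0.833 to −0.751, with 35 assignments each, and the exact p was 0.05 or more in 6 of these 8 fits for the share and in 4 of 8 for r.

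The other enrichment scores and list scores kept their direction and their side of the threshold. For enrichment scores and set tests outside the fits without 1 array, 235 kept both in BRAFV600E, 31 were weaker, 15 stronger and 5 changed sign, and under MEKi these counts were 173, 28, 18 and 15. By fgsea, cholesterol and MAPK output were tried with both normalizations, without the dim-probe filter, with every probe ranked, with the Y-linked and column covariates, without each array and, in BRAFV600E alone, with the slide and spike-in blocks. They stayed called in these, between 2.53 and 2.88 and between 2.29 and 2.56 in BRAFV600E, and between −2.96 and −2.42 and between −2.60 and −2.41 under MEKi. Over all alternatives the adjusted p ran from 4.61e-18 to 0.0548 and from 4.12e-18 to 0.154 for cholesterol (BRAFV600E, then MEKi), from 7.99e-09 to 0.0390 and from 6.05e-20 to 0.154 for MAPK output, and from 7.18e-25 to 0.154 for interferon-induced genes under MEKi, the highest from camera with an estimated correlation. Signal over background limits dim genes: 60.8% to 76.8% of spots were well above background per array, and a gene below it on every array of a group has only a bound there.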

Other observations

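Of the tests in this part, these were chosen after the result was seen: the use of the Y-linked covariate, a fit fixed before for genes, to test sex of the mice for the genes called in BRAFV600E, as the whole cause of the genes called under MEKi and for the reversal, the cholesterol list within slide 1, the sterol-regulated genes, lymphoid tissue and a reversed fall for the interferon list, the array column, and the spike-in block. The 2 experiments were not compared with each other except where stated.

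For the genes called in BRAFV600E against Cre control, 1 of 100 drawn splits of the 12 arrays, the real one, gave as many. The others gave at most 7 genes, so chance in the assignment of arrays to groups can be excluded there. For the number of lists called there the real split alone gave as many too, but another gave 15 against 16. Only 100 of the 462 splits were drawn, so chance cannot be excluded for that number. Chance can be excluded for the genes called in MEKi against Vehicle (1 of 35 splits, at most 59 genes over the others). It cannot be excluded for the number of lists called in MEKi against Vehicle, where 5 of the 35 splits gave as many, with a median of 8.5 and up to 16 lists over the others.

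Slide 2 held only BRAFV600E arrays, so slide and group were partly confounded. Of 706 genes called from the 4 BRAFV600E arrays of slide 2 against Cre control replicates 1 to 3, 96.0% (678) moved the same way within slide 1 on other arrays, against at most 85.8% over the other 9 of 10 assignments of those arrays. Within slide 1, however, 1 of the 28 assignments of 2 against 6 arrays gave more genes than the real one: Cre control replicates 2 and 6 against the rest gave 1014, against 732, and the remaining assignments gave 0. How much of the count is due to slide and how much to BRAFV600E therefore cannot be told apart. The labelling batch seen in the spike-in controls does not account for all of the calls, as 809 genes were called with it as a block and at most 2 in the other 9 assignments. Nor does the sex of the mice: 1886 genes were called with the Y-linked signal as a covariate, 1850 of them among the 2468.

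Cre control replicates 2 and 6 both lay in array column 2. Their shared deviation from the other arrays of slide 1 correlated across genes most with the column 2 array in 3 of the 3 other groups of 4 arrays (0.322 for BRAFV600E replicate 4, 0.390 for MEKi replicate 2 and 0.254 for Vehicle replicate 2, with 0.00547 the highest among the other arrays). An effect of the array column is a candidate explanation for the large split within slide 1. With column 2 as a covariate, 2103 genes were called in BRAFV600E (1977 among the 2468) and 401 under MEKi (331 among the 382).

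For MEKi against Vehicle, all 4 MEKi arrays and 2 of 4 Vehicle arrays carried high Y-linked signal. Of the 371 called genes tested in the other experiment, 0 were associated with the Y-linked signal there by limma, but only 3 genes were associated in all, and at an unadjusted p under 0.05 the share was 5.12% of the called genes against 1.09% of all genes. A part played by sex and treatment cannot be told apart by this test, which had little power. Sex as the whole cause can be excluded: with the Y-linked signal as a covariate the log2 fold changes of the 382 genes kept a median of 0.986 of their size (5th to 95th percentile 0.782 to 1.17), all with the same sign. Only 46 of the 382 were called again, with the median SE up from 0.21 to 0.24. The groups also lay in different rows of the slide. The difference between Cre control arrays of row 1 and row 2 on slide 1 correlated with the MEKi response at −0.0304, within −0.0808 to 0.0994 over 15 splits, but that is another slide, and row and treatment cannot be told apart on slide 3.

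The rise of the cholesterol list in BRAFV600E was not due to slide alone. Within slide 1 the difference was 0.84 (exact p 0.0357), with 2 of 2 BRAFV600E arrays above all 6 Cre control arrays. Its fall under MEKi was not due to sex alone, as the NES was −2.49 with the Y-linked covariate (adjusted p 6.03e-09), and among arrays with high Y-linked signal the score difference was −0.96 (exact p 0.0667, the smallest possible for 4 against 2). Sterol-regulated genes that are not enzymes of the pathway rose by 0.99 in BRAFV600E, so a wider response of sterol-regulated genes is a candidate explanation for the rise of the pathway. No measurement of sterol levels was used here.

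The rise of interferon-induced genes under MEKi was not due to sex alone, as the NES was 2.32 with the Y-linked covariate (adjusted p 5.33e-07), with a score difference of 1.37 among arrays with high Y-linked signal (exact p 0.0667, the smallest possible for 4 against 2). Lymphoid tissue in the samples stays open. The B lymphoid score differed by −0.00826 (SE 0.469), too wide to exclude it, while the T lymphoid score was higher by 0.72. A reversal of a fall in BRAFV600E stays open too, since in the fit without covariates the list was not lower there beyond the spread between arrays (exact p 0.338), while with slide or spike-in batch as a block the list was called lower there (NES −1.67 each, adjusted p 0.0177 and 0.0138, between 0.00831 and 0.688 over the alternatives). The score was 0.51 ± 0.08 in Vehicle, 1.91 ± 0.33 under MEKi, 1.74 ± 0.65 in BRAFV600E and 2.05 ± 0.33 in Cre control (SD), so Vehicle was the group apart, but the experiments lay on different slides, and slide and treatment cannot be told apart across them.

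G2/M genes rose in BRAFV600E and did not fall under MEKi, unlike MAPK output and Myc targets. No single array accounted for the missing fall: the lowest NES over the 8 fits without 1 array was −0.690, not called. The difference between the lists was not tested. The study's discussion counted a G2/M signature among those dependent on MAPK signalling. Its results reported that MEK inhibition reversed only part of the signatures. They named the Myc, Wnt and a poor-prognosis signature as dependent, and did not name G2/M there. The study's signature is not the list used here.

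With the Y-linked signal as a covariate, 83.9% of the genes called in BRAFV600E still moved the opposite way under MEKi (r −0.704 against −0.808). No exact test was run for this fit, and as all MEKi arrays had high Y-linked signal, a part played by sex cannot be told apart from treatment.

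Wnt targets were lower in BRAFV600E. Of the 17 tested genes, 5 were also on the stem cell list, and the other 12 differed by −0.19 (exact p 0.0887), so fewer cells of the stem cell zone and lower Wnt output cannot be told apart. The study reported a canonical Wnt pathway signature and a fetal-like signature as enriched in mutant tissue. It reported no significant change of its metaplasia signature. On the short lists used here Wnt targets were lower, the fetal-like list was not called and the gastric list was called. These lists are not the signatures of the study, so the difference is not a test of its result.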
